# Gene Expression Profile Analysis of the Molecular Mechanism of HOXD10 Regulation of Epithelial Ovarian Cancer Cells

**DOI:** 10.7150/jca.90970

**Published:** 2024-01-01

**Authors:** Chia-Yi Hsu, Ching-Chou Tsai, Hsiao-Yun Lin, Hsiang-Ling Chen, Yu-Che Ou, Ping-Hsuan Chiang, Jau-Ling Suen, Eing-Mei Tsai

**Keywords:** epithelial ovarian cancer, HOXD10, microarray, oxidative phosphorylation

## Abstract

Epithelial ovarian cancer (EOC) is the most common type of ovarian cancer. Although studies have reported that downregulation of HOXD10 expression may contribute to the migration and invasion abilities in EOC, much about its regulation remains to be fully elucidated. The present study aimed to identify different gene expression profiles associated with HOXD10 overexpression in EOC cells. The present study confirmed that HOXD10 overexpression effectively inhibited the proliferation and motility of the TOV21G and TOV112D cells. Further, we overexpress HOXD10 in TOV112D cells, the different gene expression (DEGs) profiles induce by HOXD10 was analyze by the Human OneArray microarray. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG), ingenuity pathway analysis (IPA) was used to perform the pathway enrichment analysis for the DEGs. Integrated bioinformatics analysis showed that the DEGs were enriched for terms related to oxidative phosphorylation and mitochondrial function pathways. Dysfunction oxidative phosphorylation metabolic pathway occurs frequently in many tumors. We validated the expression of* NDUFA7*, *UQCRB* and *CCL2* using qPCR, involving in metabolism-related pathway, were significantly changed by HOXD10 overexpression in EOC. The detailed regulatory mechanism that links HOXD10 and the oxidative phosphorylation genes is not yet fully understood, our findings provide novel insight into HOXD10-mediated pathways and their effects on cancer metabolism, carcinogenesis, and the progression of EOC. Thus, the data suggest that strategies to interfere with metabolism-related pathways associated with cancer drug resistance could be considered for the treatment of ovarian tumors.

## Introduction

Epithelial ovarian cancer (EOC) is one of the most common gynecological cancers, and it has a high mortality rate. Endometriosis has been reported to undergo malignant transformation and is associated with and increased risk of EOC, mainly endometrioid and clear cell subtypes 1, 2. At present, two major clinical challenges result in a high mortality rate for women with ovarian cancer. One is a lack of specific symptoms, making it difficult to identify and treat EOC at an early stage. Thus, the majority of patients have with late-stage EOC by the time of diagnosis. The other is that, despite there being many chemotherapeutic agents and treatment protocols available, the overall long-term survival of women with EOC remains poor 3, 4. Therefore, it is imperative to explore new avenues for the early diagnosis and targeted treatment of ovarian cancer to improve the disease outcome.

HOXD10 is a member of the homeobox (*HOX*) gene family, the members which encode transcription factors with HOX DNA-binding regions. HOXD10 is abnormally expressed in many malignant tumors, including breast, bladder, ovarian, and colon cancers 5-7. Several studies have reported that HOXD10 is related to migration, invasion, and proliferation in tumor cells 6, 7. Furthermore, HOXD10 can directly affect extracellular matrix remodeling and cell migration during angiogenesis through suppress MMP14 and uPAR 8. Our previous study showed that the low expression of miR-381 in endometriosis-associated clear cell and endometrioid ovarian cancer could be reversed upon increased HOXD10 expression, which drives the expression of miR‑381, which in turn may affect the proliferation and metastasis of ovarian cancer cells 9. Therefore, in the present study, a comprehensive analysis was performed to gain insight into the potential underlying genetic alternations related to HOXD10 modification in ovarian cancer using gene expression array and bioinformatics analysis. HOXD10 was involved in modulating metabolism-related pathways, such as oxidative phosphorylation, mitochondrial function, and the granzyme A signaling pathway. Growing evidence indicates that the dysregulated metabolism of cancer cells is a likely cause of chemotherapeutic resistance 10. These data provide insights into new strategies to interfere with metabolism-related pathways for the treatment of ovarian tumors.

## Materials and methods

### Cell culture

Human ovarian cancer cell lines, TOV21G, TOV112D, JHOC5 and OVK18 obtained from the American Type Culture Collection (Rockville, MD, USA). TOV21G and TOV112D cells were grown in complete Medium 199 (Gibco-Life Technologies, Carlsbad, CA, USA) and MCDB 105 medium (Sigma-Aldrich, St. Louis, MO, USA) (1:1, v/v) supplemented with 15% FBS (Gibco-Life Technologies) and 1% penicillin/streptomycin (Gibco-Life Technologies). JHOC5 were culture in in Dulbecco's Modified Eagle's Medium: Nutrient Mixture F12 (Gibco-Life Technologies) with 10% FBS (Gibco-Life Technologies) and 1% penicillin/streptomycin (Gibco-Life Technologies). OVK18 cells were cultured in Minimum Essential Medium (Gibco-Life Technologies) with 10% FBS and 1% penicillin/streptomycin. Immortalized normal human ovarian surface epithelial cells (IOSE) were a generous gift from Dr. Chan (National Chung Cheng University, Chiayi, Taiwan) and were grown in complete Medium 199 and MCDB 105 medium (1:1, v/v) supplemented with 10% FBS, 10 ng/mL EGF, 400 ng/mL hydrocortisone (Sigma-Aldrich), and 1% penicillin/streptomycin. All cells were cultured in a humidified incubator at 37°C with 5% CO2.

### Plasmids and transfection

Cell lines were growth to ~50% confluency. They were then transfected with a scramble control shRNA (cat. no. TRCN 0000274091, National RNAi Core Facility at the Institute of Molecular Biology, Academia Sinica, Taipei), shRNA against HOXD10 (cat. nos. TRCN 0000274091TRCN0000274093, and TRCN 0000274028; National RNAi Core Facility at the Institute of Molecular Biology, Academia Sinica, Taipei), control plasmid (pCDNA3) or HOXD10-pCDNA plasmid (gift from Corey Largman, Addgene plasmid # 21007) using Turbofect Transfection Reagent (Thermo Fisher Scientific, Inc., Waltham, MA, USA). After 24h, the medium was changed to fresh growth medium. After another 24 h, all cells achieved about 70-80% transfection efficiency before being subjected to the assays.

### RNA extraction, cDNA synthesis, and qPCR

Total RNA was extracted from cells using TRIzol (Invitrogen; Thermo Fisher Scientific, Inc.) according to the manufacturer's protocol, and cDNA was synthesized using the HiSenScript RH (-) RT PreMix Kit (cat. 25087; iNtRON Biotechnology, Seongnam, Korea). Quantitative real-time PCR (qPCR) analysis was carried out using the ORA™ SEE qPCR Green ROX L Mix (2_X_, SYBR-Green, highQu GmbH, Kraichtal, Germany), using the Applied Biosystems 7500 Real-Time PCR System (Thermo Fisher Scientific, Inc.). Quantification and normalization of the amplified products were performed using *18S* as a control. The primers were synthesized by Genomics BioSci and Tech Ltd (New Taipei City, Taiwan): *18S* forward, 5'-CATGGCCGTTCTTAGTTGGT-3' and reverse', 5'-CGCTGAGCCAGTCAGTGTAG-3'; *HOXD10* forward, 5'-ATAAGCGCAACAAACTCATTTCG-3' and reverse, 5'-ATATCGAGGGACGGGAACCT-3'; *NDUFA7* forward, 5'-GAACTCAGCCTCCTCCCAAG-3' and reverse, 5'-AGTCACCGCCTTCTTCTCAG-3'; *UQCRB* forward, 5'-TAAGAGGGCACTGGACCTGAAC-3' and reverse, 5'-CATGATTACTTCTTTGCCCATTCTT-3'; *CCL2* forward, 5'-GCAGCAAGTGTCCCAAAGAAG-3' and reverse, 5'-TCTTCGGAGTTTGGGTTTGCT-3'. Thermocycling conditions for gene expression were as follows: 40 cycles of denaturation at 95°C for 15 s, annealing at 60°C for 60 s, extension at 72°C for 30s, and a final extension at 72°C for 5 min. In addition, *18S* was used as the endogenous control. The 2^-ΔΔCq^ method was used for the calculation of relative expression 11.

### Cell viability analysis

Cell Counting Kit-8 (CCK-8; Fluka, Honeywell, Charlotte, NC, USA.) was used to study the viability of the ovarian cancer cell lines. Cells were seeded in 96-well plates at a density of 5 × 10^3^ cells per well, with a total volume of 100 μl of medium with 15% (v/v) FBS and were incubated for transfected with plasmids, shRNA, or controls as described above. The following day, 10 μl of CCK‑8 reagent was added to each well and maintained for a further 2 h at 37°C. Finally, cells were assayed with an ELISA reader at 450 nm (reference, 650 nm) (Multiskan EX; Thermo Fisher Scientific, Inc.). Three independent experiments were conducted in each case.

### Migration assays

For migration assays, 1 × 10^4^ ovarian cancer cells were suspended in serum-free culture medium and seeded in an upper chamber of a Transwell insert with and 8-µm pore size (no. 353097, BD Biosciences, Franklin Lakes, NJ, USA), and 700 μL culture medium with 15% FBS was added to the lower compartment. Following incubation at 37°C for 18 h, cells that had passed through a were fixed with 4% paraformaldehyde for 10 min, and cells in the top chamber were removed by wiping with cotton swabs. Invading cells were stained for 20 min with 0.1% crystal violet. The of migrating cells were quantified by counting five randomly selected image fields under a phase‑contrast microscope. In each case, three independent experiments were performed.

### Western blot analysis

Proteins were harvested from ovarian cell lines using a radio-immunoprecipitation assay (RIPA) buffer (EMD Millipore, Billerica, MA, USA). Protease and phosphatase inhibitors were added to the RIPA buffer (Roche Applied Science, Madison, WI, USA). Protein quantification was performed using the Pierce BCA Protein Assay Kit (Thermo Scientific, Rockford, IL, USA). Then, for each sample, 30 μg of protein was separated by 10% SDS-PAGE at 100 V and transferred onto nitrocellulose membranes at 90 V for 1.5 h. Membranes were blocked at room temperature for 1 h with 5% nonfat milk in phosphate-buffered saline plus 1% Tween 20 (PBST). After three washes for 10 min each with PBST, membranes were incubated overnight at 4℃ with anti-HOXD10 (1:500, cat. no. TA800777; OriGene Technologies, Inc., Rockville, MD, USA), or anti-actin (1:5,000, cat. no. A5316; Sigma‑Aldrich). The membranes were subsequently incubated for 1 h at room temperature with horseradish peroxidase conjugated goat anti-rabbit or anti-mouse secondary antibodies (Santa Cruz Biotechnology, Inc., Dallas, TX, USA). Enhanced chemiluminescence reagents (EMD Millipore) were used for immunodetection.

### Human oligonucleotide DNA microarray analysis

The Human Whole Genome OneArray v7 (Phalanx Biotech Group, Zhubei city, Taiwan) contains 29,204 DNA oligonucleotide probes, with each probe designed as a 60-mer in the sense orientation. Among the probes, 28,264 correspond to the annotated genes in the RefSeq v70 and Ensembl v80 databases, and 940 control probes are also included. A detailed description of the gene array list is available from http://www.phalanx.com.tw/Products/HOA_Probe.php.

### Microarray analysis

Briefly, total RNA was extracted from HOXD10-transfected TOV112D cells as the experimental group (HD1, HD2) and from mock-transfected TOV112D cells (ND1, ND2) as the control group using TRIzol according to the manufacturer's protocol. Fluorescent antisense RNA (aRNA) targets were prepared from 1 μg of total RNA. Second-strand cDNA synthesis and cDNA cleanup were carried out according to the OneArray Amino Allyl aRNA Amplification Kit (Phalanx Biotech Group). The entire purified cDNA was used in the *in vitro* transcription reaction. Fluorescent targets with Cy5 dye (GE Healthcare) were hybridized to the Human Whole Genome OneArray with Phalanx hybridization buffer using the Phalanx Hybridization System. After 16 h of hybridization, non-specific binding targets were washed away. The slides were scanned using a DNA Microarray Scanner (Model G2505C, Agilent Technologies, Santa Clara, CA, USA). The intensity of Cy5 fluorescence for each spot was analyzed by GenePix 4.1 software (Molecular Devices, Sunnyvale, CA, USA). Each single sample was analyzed at least twice in terms of technical or biological replicates, with a resulting reproducibility of r > 0.975 (Pearson's correlation coefficient). The signal intensity data were loaded into the Rosetta Resolver System (Rosetta Biosoftware, Seattle, WA, USA) for data preprocessing, which included centering normalization at the 75th percentile. The errors of the sample were estimated by using the error-weighted approach simultaneously. Both the fold change and P-value for pair-wise sample comparison were calculated to evaluate differentially expressed genes (DEGs). Rosetta Resolver 7.2 was employed to calculate fold changes, and the error model adjusted by Amersham Pairwise Ration Builder for signal comparison of sample. The statistical analysis was corrected with Empirical Bayes Statistics 12. The criteria for selection of significant DEGs were a FC ≥ 2 or ≤2 and P < 0.05. The microarray data were deposited in the National Center for Biotechnology Information Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/gds), accession number GSE214910. (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE214910).

### KEGG pathway and GO enrichment analysis of DEGs

Datasets representing genes with altered expression profiles derived from microarray analyses were generated using the “clusterProfiler” package in R software 13, 14*.* Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) were used to perform the pathway enrichment analysis for the DEGs. By calculating the similarity of their global annotation profiles with an agglomeration algorithm method, we classified the list of notable genes into clusters grouped under the headings 'biological process (BP),' 'cellular component (CC)', and 'molecular function (MF)'. As for both GO and KEGG pathway enrichment analysis, the cut-off criteria were P < 0.05 and P. adjust < 0.5. The Benjamini-Hochberg method was used to calculate the P. adjust.

**Ingenuity pathway analysis (IPA)**

Datasets representing genes with altered expression profiles derived from microarray analyses were uploaded into the Ingenuity Pathway Analysis (IPA) Tool (Ingenuity Systems, Redwood City, CA, USA; http://www.ingenuity.com) 15. IPA leverages the Ingenuity Pathway Knowledge Base (IPKB), sourced from previously published information on the known functions and interactions of genes. Thus, the IPA tool allows the identification of biological pathway and functional networks of a particular dataset. The IPA tool shows interactions between gene products and how these gene products act on each other (directly or indirectly). This includes genes that are not part of the microarray analysis.

### Statistical analysis

Data are presented as the mean ± standard deviation from three at least three independent experiments. Statistical analysis was performed using the Mann-Whitney test for two groups, while Kruskal-Wallis test followed by Dunn's multiple comparison test for the experimental groups against a single control group. Data analysis and graph generation were performed using GraphPad Prism 7 (GraphPad Software, Inc., La Jolla, CA, USA). P<0.05 was considered to indicate a statistically significant difference.

## Results

### HOXD10 affects EOC cell viability and motility

We previously found that HOXD10 drives the expression of a microRNA (miRNA) associated with endometrioid ovarian cancer and clear cell ovarian cancer. To further investigate the potential role of HOXD10 in EOC, we analyzed its expression in IOSE and other human EOC cell lines, including TOV21G, TOV112D, JHOC5, and OVK18, via western blotting. IOSE cells are typically used as being representative of normal ovarian tissue. The levels of HOXD10 in EOC cell lines were notably decreased as compared with those in IOSE (Fig. 1A). HOXD10 has been implicated in regulating cell migration and invasion in several types of cancer cells 16, 17. Thus, we examined the role of HOXD10 in the regulation of ovarian cancer cell proliferation, and migration by introducing HOXD10 plasmid or HOXD10-shRNA. First, we confirmed that HOXD10 mRNA and protein expression were efficiently increased compare with control by transfection with HOXD10 plasmid in TOV112D cells and were decreased by transfection with HOXD10-shRNA in TOV21G cells (Fig. 1B). The cell viability and migration abilities of TOV112D cells were remarkably reduced after introducing HOXD10, whereas inhibiting HOXD10 increased cell viability and migration in TOV21G cells (Fig. 1C and D). These results indicated that HOXD10 could affect the proliferative capacity and motility of ovarian cancer cells.

### Identification of DEGs in EOC cells that overexpress HOXD10

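TOV112D is an established epithelial ovarian cancer cell line. Total RNA of TOV112D cells transfected with the HOXD10 plasmid (HD) and of control cells (ND) was labelled with Cy5 and hybridised to single-colour whole-genome oligonucleotide arrays, with 2 arrays per group and 1 µg of RNA for each. The figure legends give ND as the control plasmid and the methods as mock-transfected cells. Whether these arrays can follow the transcript made from the plasmid is not known. The probe for HOXD10 was at the lowest value of the table, 50, on all 4 arrays. Where it lies relative to the plasmid insert is not given in the sources used here, so its value cannot decide on the transfection either way. The authors deposited normalized intensities of 28264 probes, raised to 50 where they were lower. The median was 361 on every array, and the 75th percentile, at which the methods centre the arrays, was 1783 and 1916 on the ND arrays and 1931 and 1786 on the HD arrays. The lowest value was reached by 4742 and 4639 probes on the ND arrays and by 5579 and 4414 probes on the HD arrays. A single gene symbol was known for 25893 probes, and 2371 probes were left unnamed. The log2 of the deposited values was compared between HD and ND with limma, without further scaling or filtering, and p-values were adjusted by the Benjamini-Hochberg method over all probes. The slide list of Table S1 gives both arrays of a group the same sample name, and no source says whether they came from separate transfections, so the p-values measure only the spread between these arrays, which may be technical, and 2 arrays per group limit the precision.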

To investigate the underlying mechanism responsible for the effects of HOXD10 in EOC, we overexpressed HOXD10 in epithelial ovarian cells lines, and cells were collected for total RNA extraction for gene microarray analysis (Fig. S1). 

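Most transcripts differed little between HD and ND cells, since 85.7% of the 28264 probes were within 2-fold of each other. The log2 fold changes, HD minus ND, ran from -4.50 to 5.92 around a median of -0.02. By limma, 151 probes were at least 4-fold higher and 113 at least 4-fold lower in HD cells at an unadjusted p under 0.05. The brightest probes, among them most cytosolic ribosomal protein genes and nuclear genes of oxidative phosphorylation, lay below 0. The median log2 fold change was -0.04 for the 2847 probes with a mean log2 intensity between 10 and 11, and -0.93 for the 213 probes between 16 and 17. Genes with long transcripts, a list of large genes of mixed function, lay mostly above 0, with a median of 0.53 over 72 genes.

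**Figure D1:**
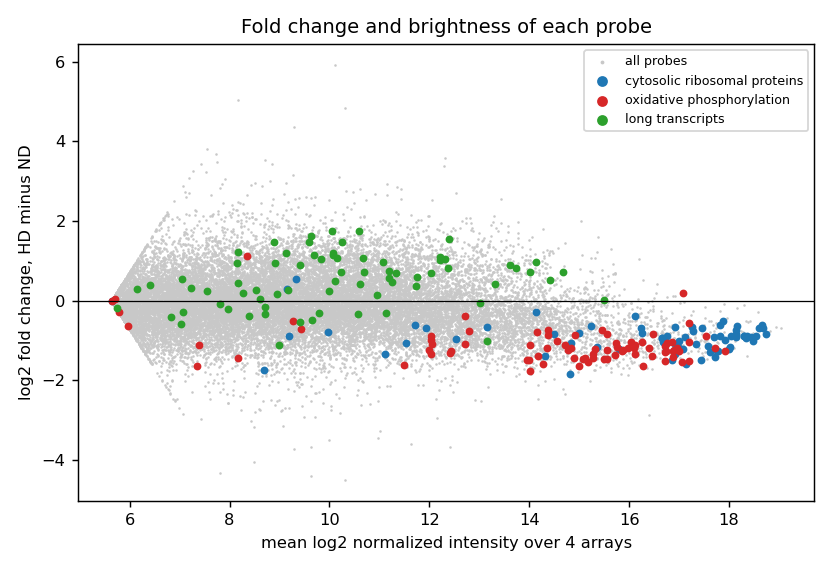
Log2 fold change of each probe (HD minus ND) against its mean log2 normalized intensity over the 4 arrays. Gray points are all 28264 probes and coloured points are the probe used for each gene of 3 lists; the oxidative phosphorylation and ribosomal protein genes sit at the bright end, mostly below 0.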

The histogram and volcano plot show the distribution of gene expression ratios between the HOXD10 transfection (HD) group and the control (ND) cells (Fig. 2A and 2B). Standard selection criteria used to identify DEGs were used based on the FC at |log_2_FC| ≥ 1 and P < 0.05 (log_2_FC ≥ 1.0 means upregulated and log2Fc ≤ -1.0 means downregulated) (Fig. 2B). 

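By the study's criteria of a log2 fold change of at least 1 in size and an unadjusted p under 0.05, 1728 probes of 1438 named genes were higher and 1771 probes of 1488 named genes were lower in HD cells. Of these genes, 14 had probes called in both directions. At an adjusted p under 0.05 from limma, with no minimum fold change, 1879 probes rose and 2033 fell, and 2413 probes met both sets of criteria. The smallest adjusted p was 0.0179. Leaving out any of the 4 arrays ended every call at an adjusted p under 0.05. Such a fit has 1 array in a group and fewer residual degrees of freedom. So this loss cannot show whether a call rested on the array left out. Scaling changed the balance of the study's calls, of which 49.4% were higher with the deposited values, 64.1% after quantile normalization, 61.4% after cyclic loess normalization and 45.1% after scaling to the 75th percentile, the last 2 chosen after seeing the data.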

Based on the cut-off criteria HOXD10 overexpression was associate with 1,508 upregulated genes and 1,560 downregulated genes (Table S1). Heatmap and hierarchical clustering analysis showed that HOXD10 over-expression affected gene clusters in EOC (Fig. 2C). 

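The arrays of each group resembled each other more than those of the other group. Over the log2 values of 28264 probes, Pearson's r was 0.9902 between the ND arrays and 0.9946 between the HD arrays, and it ran from 0.9624 to 0.9728 between an HD and an ND array. These are correlations across probes, which are not independent replicates. Average linkage on 1 minus r joined the HD arrays first, at 0.00545, then the ND arrays at 0.00979, and the groups at 0.0325. At least 2-fold differences were seen for 464 probes between the HD arrays, for 1051 between the ND arrays and for 3843 to 5314 between the groups.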

Expression profiles were well correlated between the HD and ND groups as demonstrated by an unsupervised hierarchical clustering analysis tree. The top 10 upregulated and downregulated DEGs in the presence of HOXD10 overexpression are shown in Table 1.

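The genes with the strongest rises in HD cells included secreted and membrane proteins. GREM1, a secreted antagonist of bone morphogenetic proteins, rose from 124 ± 7.32 to 1425 ± 5.26 (normalized intensity, mean ± SD, n = 2), and JAG1, a ligand of Notch receptors, rose by 3.59 on the log2 scale (standard error 0.0895). OTUD4, a deubiquitinase, rose by 5.92 on a first probe and by 1.27 on a brighter probe, and a further probe was at the lowest value on every array. GPNMB, a membrane glycoprotein, rose by 4.84 and 2.02 on its probes, and AMIGO2, an adhesion molecule, by 4.36 and 3.43, with a further probe of AMIGO2 at the lowest value on every array. HAUS3 rose by 1.23 on its dimmer probe and by 3.47 on the other. CSAG1 was at least 14.0-fold and at least 5.69-fold higher in HD cells on 2 probes at the lowest value on both ND arrays, and had a log2 fold change of -0.10 on a further probe. Also higher were GJA3, whose second probe had a log2 fold change of -0.27, ADGB, whose second probe was at the lowest value throughout, and TMEM100, with log2 fold changes of 3.69, 3.44 and 3.38. The largest log2 fold changes of GJA3, ADGB and HAUS3 rest on ND intensities at or near the lowest value, and with 50 added before the log2 they were 2.90, 2.59 and 2.74. Among the falls, LOX, the enzyme that crosslinks collagen and elastin, was at the lowest value on both HD arrays and at least 20.1-fold lower on the probe with its largest change and at least 6.44-fold lower on another, while its brightest probe had a log2 fold change of -0.41 that did not pass. MEIS1, a homeobox cofactor of HOX proteins, had a log2 fold change of -3.68. The chemokine CXCL14 fell from 19450 ± 120 to 1544 ± 222 (mean ± SD, n = 2). PRDX2, a peroxiredoxin, had log2 fold changes of -3.72, -3.49 and -3.28 on 3 probes, and -0.94 on its brightest probe, which did not pass. SERTAD4-AS1, CDH12, IGFBP6 and ZDHHC24 had log2 fold changes of -4.41, -4.04, -3.59 and -3.44. The probes of HDAC9 did not move together, with log2 fold changes of -3.15, 0.16 and 1.32. The adjusted p from limma was between 0.0179 and 0.0394 for the probe with the largest change of each of these genes. With any array left out, no probe of any gene passed, so the loss of these calls is not particular to these genes. All 20 of the genes in Table 1 kept their direction.

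**Figure D2:**
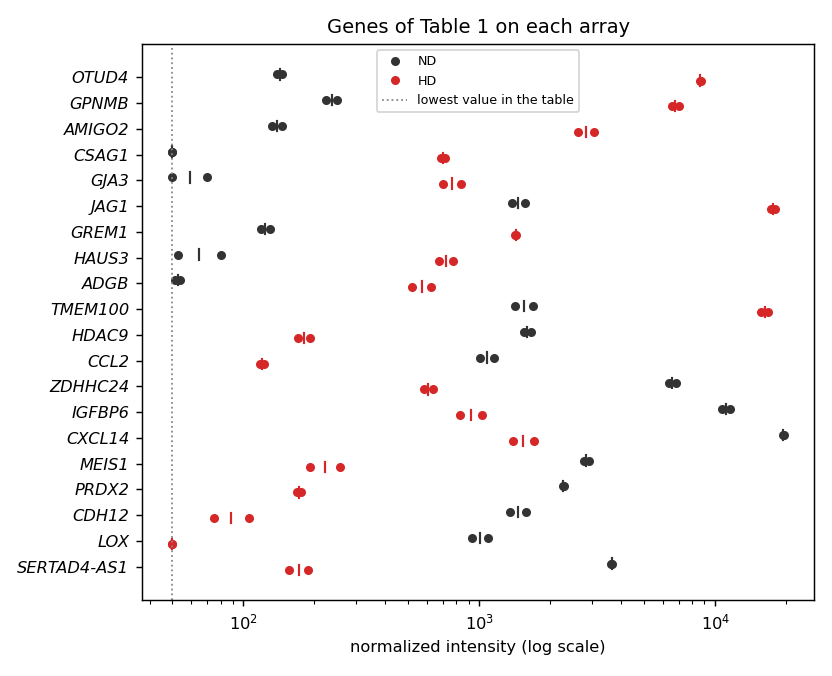
Normalized intensity of the 20 genes of Table 1 on each array (log axis), ND in black and HD in red. Points are arrays, short bars the geometric mean of each group, and the dotted line the lowest value of the table, 50. Each gene is shown by its probe with the largest change; these lie at 50 on both ND arrays for CSAG1, on 1 ND array for GJA3 and on both HD arrays for LOX.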

### Functional enrichment analysis of DEGs

To explore the biological significance of HOXD10 in EOC, a KEGG pathway and GO analyses were used for the functional annotation of DEGs. A total of 3,068 GO terms were significantly enriched. The DEGs were categorized into three functional groups: molecular function, cellular component, and biological process. The top 10 enriched GO terms in each functional group are shown for the isolate DEGs. DEGs were significantly enriched for the terms of NADH dehydrogenase activity and ATP synthesis coupled electron transport, for example (Fig. 3). 

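Nuclear genes of the respiratory chain were lower in HD cells across its complexes. Of 36 measured subunits of complex I, the NADH dehydrogenase, 23 fell, 0 rose and 13 did not pass an adjusted p under 0.05 (34 fell when adjusted over the list alone), and the median log2 fold change was -1.23. NDUFB1 fell from 8616 ± 226 to 3489 ± 55.8 and NDUFS6 from 187666 ± 8326 to 77951 ± 2742 (normalized intensity, mean ± SD, n = 2). Of 8 subunits of complex III, 5 fell, among them UQCR10 with a log2 fold change of -1.44 (standard error 0.0637) and UQCRC1 with -1.09 (standard error 0.0687). Of 17 subunits of complex IV, cytochrome c oxidase, 7 fell, among them COX7A2L (-1.19) and COX7B (-1.53). Of 19 subunits of ATP synthase, 10 fell, among them ATP5PD (-1.64) and ATP5IF1, its inhibitory factor (-1.48). Of 3 measured subunits of complex II, SDHD fell, with a log2 fold change of -0.79. Adjusted over each list alone, 7, 13, 16 and 3 subunits of complexes III and IV, ATP synthase and complex II fell. None of the 13 mitochondrially encoded subunits had a named probe. In camera, a competitive gene set test, complexes I, III and IV and ATP synthase had adjusted p = 2.07e-11, 0.000544, 3.11e-05 and 4.95e-05 with a preset correlation of 0.01. Each had adjusted p = 0.98 from camera with an estimated correlation. All 44 lists tested had that value there, so it does not tell lists apart. Genes with long transcripts, whose signal can move with RNA quality, moved the other way, with 19 of 72 higher and 0 lower. This does not speak against RNA quality, which cannot be told apart from HOXD10 if it differed between the groups. The respiratory genes are bright, and after quantile normalization the medians were -0.65 for complex I, -0.73 for complex III, -0.49 for complex IV and -0.39 for ATP synthase.

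**Figure D3:**
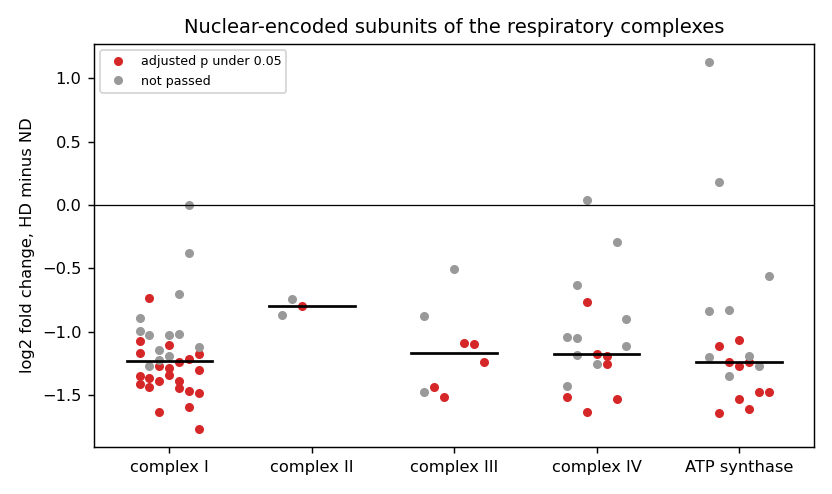
Log2 fold change (HD minus ND) of each measured nuclear-encoded subunit, by complex. Red points passed an adjusted p under 0.05 from limma, gray points did not, and bars are medians, from -0.79 for complex II to -1.24 for ATP synthase.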

To investigate pathways related to these DEGs, gene expression information was mapped to the KEGG pathways. As shown in Table 2, the enriched pathways were identified for KEGG pathway analysis. KEGG pathway analysis showed that DEGs were enriched for the terms of oxidative phosphorylation, ribosome, and pyrimidine metabolism.

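Of 83 measured nuclear genes of oxidative phosphorylation, 46 fell, 0 rose and 37 did not pass an adjusted p under 0.05 from limma (73 fell when adjusted over the list alone). By the study's criteria, 61 were lower and 0 higher, of 82 members above the lowest value on at least 1 array, against calls for 14.4% of the 17228 genes above it (odds ratio 17.7, adjusted p = 8.32e-33 by Fisher's exact test, two-sided). Of 70 cytosolic ribosomal protein genes, 16 fell and 0 rose (48 fell when adjusted over the list alone), and 25 were lower by the study's criteria (odds ratio 3.40, adjusted p = 3.87e-05 by Fisher's exact test). With an array left out, these odds ratios ran from 5.45 to 16.6 for oxidative phosphorylation and from 1.55 to 4.34 for the ribosomal proteins, which did not pass without ND replicate 2 (adjusted p = 0.473) or HD replicate 2 (adjusted p = 0.127). For calls at an adjusted p under 0.05 from limma they were 6.69 (adjusted p = 7.47e-15 by Fisher's exact test) and 1.56 (adjusted p = 0.276). RPS20, RPL32 and RPL7A had log2 fold changes of -0.88, -1.33 and -1.73, and a dimmer probe of RPS20 rose by 1.58. Genes of pyrimidine metabolism moved both ways. Of 50, 2 rose, 6 fell and 42 did not pass (7 rose and 18 fell when adjusted over the list alone), and their share of calls did not stand out (odds ratio 1.68, adjusted p = 0.306 by Fisher's exact test). The members of this list differ from those of the KEGG pathway that the paper tested. CMPK1, a nucleoside monophosphate kinase, and RRM2B, a ribonucleotide reductase subunit, rose by 1.41 and 1.29, while RRM2, another subunit of that enzyme, and UCK1, a uridine kinase, had log2 fold changes of -1.00 and -1.16. In camera, the adjusted p was 1.63e-16 for oxidative phosphorylation, 2.87e-11 for the ribosomal proteins and 0.612 for pyrimidine metabolism with a preset correlation. With an estimated correlation camera gave adjusted p = 0.98 for each, as for every list tested. Fisher's exact test counts genes as independent, so its p-values overstate the evidence where genes move together. The estimated correlation between genes was 0.54 for oxidative phosphorylation and 0.73 for the ribosomal proteins. The fry test, against no other genes, gave these lists adjusted p = 0.0435 and 0.0576. The 2-fold criterion depended on scaling. After quantile normalization, 12 oxidative phosphorylation genes were lower by the study's criteria (odds ratio 1.31, adjusted p = 1.00 by Fisher's exact test), the ribosomal odds ratio was 0.426, and 40 and 12 genes of these lists were lower at an adjusted p under 0.05, while genes with long transcripts, which can move with RNA quality, had a median of 0.68. After cyclic loess normalization the ribosomal median was -0.06 (adjusted p = 0.601 from camera), and with the deposited values it lay at percentile 3.41 of random lists of the same brightness. The oxidative phosphorylation median was -0.54 after quantile and after cyclic loess normalization, with 77 and 76 of 82 members below 0. From its microarray and bioinformatic analyses, the paper concludes that HOXD10 expression affected oxidative phosphorylation and mitochondrial function in these cells. The paper found these pathways enriched on the same arrays, so the tests here are not independent evidence for them.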

We also used IPA to identify the most significantly enriched canonical pathways and examine the diseases and biofunctions associated with these DEGs. The DEGs were enriched in different pathways, among which oxidative phosphorylation, mitochondrial dysfunction, granzyme A signaling, the sirtuin signaling pathway, and the protein ubiquitination pathway were the most significantly affected (Fig. 4A). 

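Of the 36 molecules that Table S2 gives for granzyme A signaling, 29 are complex I subunits and all 29 of these had lower values in HD cells. The study chose this set on these samples, so it is not independent evidence of the direction. Of 21 measured genes of the pathway outside complex I, FN1, which encodes fibronectin, rose by 1.17 on the log2 scale, APEX1, a DNA repair endonuclease, had a log2 fold change of -1.10, and 19 did not pass an adjusted p under 0.05 from limma (5 rose and 5 fell when adjusted over the list alone). Of the 7 sirtuins, SIRT1 rose by 0.94, the mitochondrial sirtuins SIRT5 and SIRT4 had log2 fold changes of -0.68 and -1.34, and 4 did not pass (1 rose and 3 fell when adjusted over the list alone). Of 42 proteasome genes, 8 fell, 1 rose and 33 did not pass (21 fell and 1 rose when adjusted over the list alone), with PSMB10 at -1.44 and PSME1 at -1.11 and the activator PSME4 at 1.22. Of 44 ubiquitin-specific proteases, 12 rose, 0 fell and 32 did not pass (18 rose and 4 fell when adjusted over the list alone), among them USP46 (1.24), USP7 (1.05) and USP9X (0.83). Of 25 ubiquitin-conjugating enzymes, 3 rose and 6 fell (4 rose and 9 fell when adjusted over the list alone), with UBE2K at 1.58 and UBE2B at 1.17 against UBE2T at -1.37 and UBE2S at -1.08. In camera, adjusted p = 0.000515 for the proteasome and 0.000352 for the ubiquitin-specific proteases with a preset correlation. With an estimated correlation camera gave adjusted p = 0.98 for both, as for every list tested. The fry test, against no other genes, gave adjusted p = 0.077 and 0.058. Neither list stood out by the study's calls (odds ratios 2.19 and 1.81, adjusted p = 0.127 and 0.258 by Fisher's exact test). The median of the proteases lay at percentile 100 of random lists of the same brightness. Genes with long transcripts, which can move with RNA quality and include USP9X, were also higher, 18 of them and 2 lower by the study's criteria. Over the 41 proteasome genes above the lowest value on any array, the median was -0.57 with the deposited values, -0.04 after quantile normalization and 0.06, in the other direction, after cyclic loess normalization.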

All categories of canonical pathways and their associated genes are listed in Table S2. to the category that was most enriched was oxidative phosphorylation (Table 2 and Fig. 4A). The HOXD10-regulated network of potential target gene is shown in Figure 4B. Potential interactions among the differentially expressed pathways are depicted in this network and include genes related to oxidative phosphorylation, mitochondria dysfunction, the granzyme A signaling pathway, and the sirtuin signaling pathway.

To confirm the reliability of the fold changes identified by the microarray analysis, we further evaluated the expression of *NDUFA7*, *UQCRB* and *CCL2* in the presence of HOXD10 overexpression in TOV112D, TOV21G, JHOC5 and OVK18 cells. *NDUFA7, UQCRB* and *CCL2* expression was significantly changed by HOXD10 overexpression (Fig. 4C). Those *NDUFA7*and *UQCRB* are among those signaling pathway and involved in OXPHOS complex subunits. NDUFA7 is an important component of mitochondrial complex I, and UQCRB is a comprised subunit of mitochondrial complex III. 

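On the TOV112D arrays, the probe for NDUFA7 gave 43117 ± 7533 in ND cells and 18489 ± 3912 in HD cells (normalized intensity, mean ± SD, n = 2), a log2 fold change of -1.23 (standard error 0.25). It met the study's criteria but not an adjusted p under 0.05 from limma (adjusted p = 0.0876), and its log2 fold change was -0.68 after quantile normalization. UQCRB has 2 probes, which differed in direction. The brighter probe gave 739 ± 87.9 in ND and 520 ± 60.6 in HD cells, a log2 fold change of -0.51 that did not pass (adjusted p = 0.151 from limma). The dimmer probe was at the lowest value on both ND arrays and at least 2.68-fold higher in HD cells, at 134 ± 5.10 (adjusted p = 0.0246 from limma).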

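CCL2, a chemokine that attracts monocytes, was lower in HD cells on both of its probes. The brighter probe fell from 2741 ± 309 to 502 ± 23.6 and the dimmer from 1081 ± 107 to 120 ± 3.14 (normalized intensity, mean ± SD, n = 2). Their log2 fold changes were -2.45 (standard error 0.112, adjusted p = 0.0308 from limma) and -3.17 (standard error 0.0936, adjusted p = 0.0256 from limma). With any array left out, the log2 fold change of the brighter probe stayed between -2.33 and -2.56. The adjusted p of this probe from limma was 0.0502 with robust eBayes and 0.142 with the replicate number as a block. No probe had an adjusted p under 0.142 with that block, so this value does not tell CCL2 from other genes.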

CCL2 is one of the top 10 DEGs.

In addition to canonical pathways, DEGs were categorized in terms of related diseases and functions. Table 3 shows the top five significantly enriched items in the three categories. All categories of diseases and functions and their associated genes are listed in Table S3. These significantly enriched terms should help us to further understand the roles of that these DEGs in EOC.

## Discussion

Our previous study showed that overexpression of HOXD10 reverses the low expression of miR-381 in endometriosis-associated clear cell and endometrioid ovarian cancer 9. Given that HOXD10 drives the expression of miR‑381, it may affect the proliferation and metastasis of EOC. HOXD10, a tumor suppressor gene that is expressed at a low level in most tumors compared with normal tissues. 18. An IOSE cells are typically used as being representative of normal ovarian tissue. In our data showed that HOXD10 is lowly expressed in EOC cells compared with IOSE, which is consistent with previous studies in tumor. Exploring the regulatory pathways and downstream genes associated with HOXD10 provide new biological indicators for the early detection of EOC or novel avenues for treatments of ovarian cancer.

In the current study, microarray and bioinformatics analysis were used to examine the DEGs in EOC cells after HOXD10-overexpression. A total of 3,068 DEGs were identified, including 1,508 upregulated and 1,560 downregulated DEGs (Table S1). Moreover, Bioinformatics enrichment tools were used for pathway and functional analyses. In this study, KEGG pathway enrichment analysis demonstrated that one of the top pathways was oxidative phosphorylation (Table 2). IPA showed that the top significantly changed canonical pathways were related to oxidative phosphorylation, mitochondrial dysfunction, granzyme A signaling, sirtuin signaling pathway, and protein ubiquitination pathway (Fig. 4A). GO enrichment analysis and IPA identified that the most important function of the identified DEGs in HOXD10 overexpression was associated with oxidative phosphorylation and mitochondrial function (Fig. 3A, B and Fig. 4A). On the basis of microarray and bioinformatic analyses, oxidative phosphorylation and mitochondrial function were affected by HOXD10 expression in these cells, which could lead to provide the potential therapeutic strategies to target EOC. The oxidative phosphorylation systems (OXPHOS) are responsible for producing ATP molecules in mitochondria, which participate in the generation and regulation of cellular bioenergetics. The Warburg effect and concomitant metabolic alterations in cancers have led to a consensus that mitochondrial dysfunction occurs 19. Dysfunction oxidative phosphorylation occurs frequently in many tumors. Dysfunction oxidative phosphorylation metabolic pathway occurs frequently in many tumors, including ovarian cancer tumors 20, 21. In addition, the level of *NDUFA7* and *UQCRB*, which are components of mitochondrial complex I and III, respectively, were significantly changed by HOXD10 overexpression (Fig. 4C). A recent study revealed that CCL2 affected mitochondrial function, including oxidative phosphorylation in tissue, suggesting CCL2 link to metabolism 22. These findings suggested that HOXD10 may regulate the progression to EOC by affecting OXPHOS. Growing evidence shows that metabolic adaptation is an emerging hallmark of tumors 23. Thus, the findings of the present study are consistent with those of previous studies. Cancer cells usually show adaptations in their metabolism for the regulation of gene and protein expression and to influence the behavior of non-transformed cells in the vicinity of the tumor. This facilitates the growth, invasiveness, and metastasis of these cells and is associated with resistance to therapies. In addition, the GO of the DEGs in this study indicated enrichment for biological processes, such as granzyme A signaling and sirtuin signaling, which are associated with energy metabolism and tumorigenesis 24, 25. Despite there being many chemotherapeutic agents and treatment protocols available for ovarian cancer, cancer drug resistance, which is one of the leading causes for cancer therapy failure and recurrence, has been a major problem for treating this cancer. A consequence of metabolic adaptation to the tumor microenvironment known as metabolic reprogramming, is a distinctive characteristic of chemoresistant cancer cells. In addition to oxidative phosphorylation, mitochondrial dysfunction was also implicated in the metabolic reprogramming of these EOC cells and is involved in several chemoresistance pathways 26. HOXD10 therefore has an important role in metabolism-related pathway with EOC. Thus, the data suggest that strategies to interfere with metabolism-related pathways associated with cancer drug resistance could be considered for the treatment of ovarian tumors.

Oxidative metabolism drives inflammation-induced platinum resistance in human ovarian cancer 27. In the present study, canonical pathway enrichment identified granzyme A signaling, which is implicated in multiple physiological processes including cellular metabolism, apoptosis and inflammatory responses 28, 29. Granzyme A signaling can act as a pro-inflammatory mediator and induce pro-inflammatory cytokines in several cell types including monocytes, macrophages, endothelial and epithelial cells and fibroblasts, and then affects tumor microenvironments 29. Thus, Granzyme A signaling is not only associated with energy metabolism but also acts as an inflammatory mediator. HOXD10 was reported to be associated with the epithelial-mesenchymal transition (EMT), which plays a central role in cancer progression, metastasis and drug resistance, and induced by inflammation. Thus, HOXD10 may be involved in cancer development through the alteration of the tumor microenvironment by granzyme A.

In conclusion, in the present study, we analyze the potential mechanism underlying HOXD10 through microarray data of EOC cells. Our results showed that HOXD10 is involved in cancer metabolism and tumor microenvironment in ovarian cancer. Cancer metabolism and tumor microenvironment are linked to chemotherapeutic resistance, which is currently one of the most important challenges in cancer treatment. Thus, the data suggesting that HOXD10 is a potential target for treating EOC. Our results therefore provide new insights into drug resistance mechanism in EOC that may lead to the design of novel therapeutic approaches. In addition, the variation in gene expression related to oxidative phosphorylation and mitochondrial function may lead to the development of prognostic or therapeutic biomarker for EOC.

The present study has a few limitations. First, the study is lack of clinical tissue validation. The validation in clinical tissue samples will be necessary to confirm the DEGs in the further study. It expected that these DEGs may serve as potential targets for therapy or prognosis biomarker. In addition, RNA-seq and microarray platform are two major approaches for conducting transcriptional profiling. RNA-Seq has emerged as an alternative to microarray platforms for analyzing DEGs, since it is more sensitive than microarray, particularly among genes expressed at low levels. Compared to RNA-seq, microarray data is manageable in size and well-established in data processing and analyses.

The overall computation time are much lower in microarray experiment. In our study, we use the Human OneArray microarray which is the one of the most powerful tools for analysis of gene or protein expression. The main limitation of microarrays is inability to detect genes with low expression levels and only can detect those sequence for which they designed. Several of studies comparing the RNA-Seq and microarray differential expression detection showed a high correlation between gene expression profiles generated by these two platforms 30-32. Since each method has its own disadvantage, they can be complemented with each other.

## Supplementary Material

Supplementary figure and tables.

## Figures and Tables

**Figure 1:**
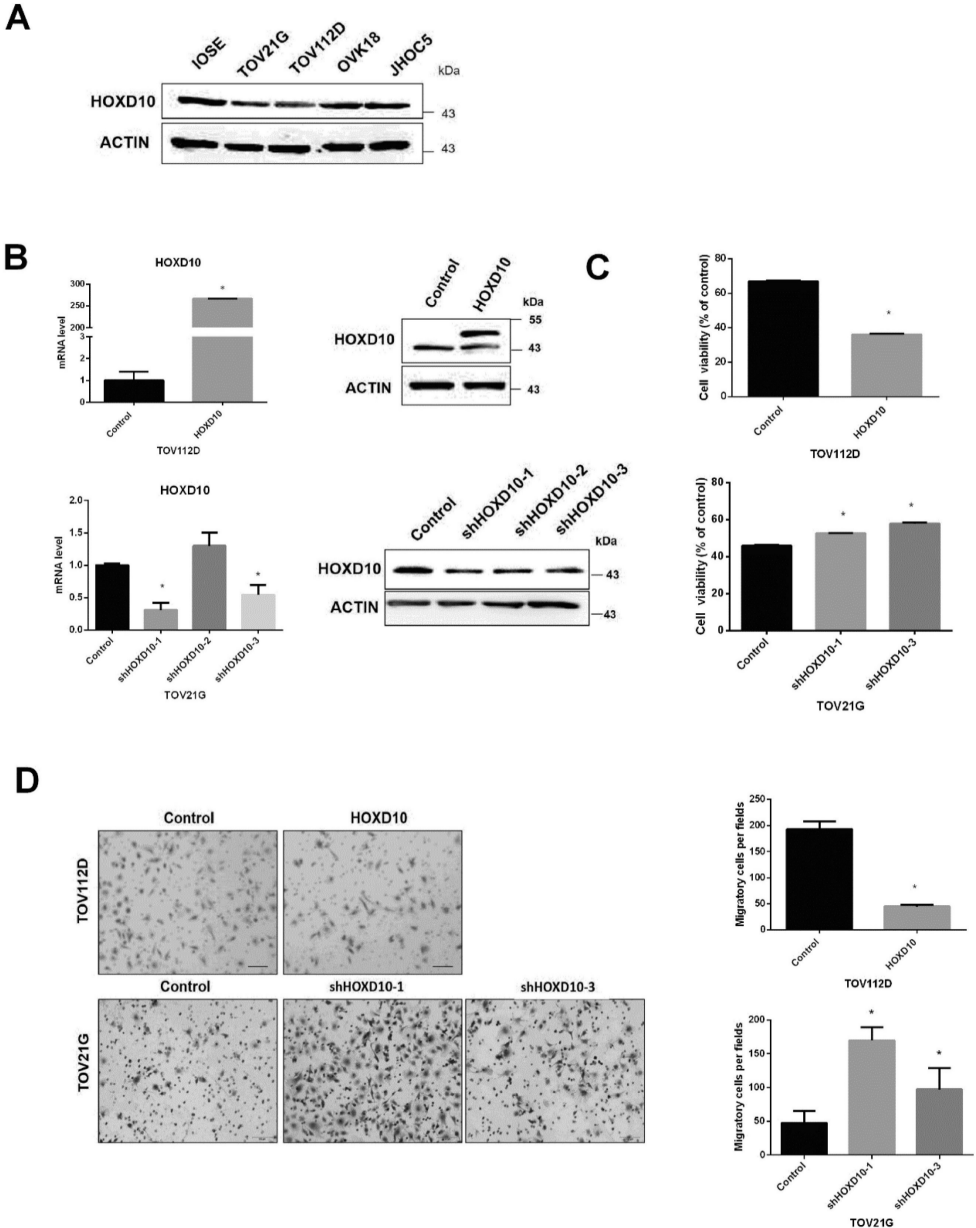
HOXD10 expression in ovarian cell lines. (A) Protein levels of HOXD10 in different ovarian cell lines. IOSE, immortalized normal human ovarian surface epithelial cells. TOV21G, TOV112D, JHOC5, and OVK18 are EOC cell lines. (B) qPCR and western blot analysis of HOXD10 following transfection of TOV112D cells with HOXD10 plasmid or control plasmid and TOV21G with HOXD10-shRNA or control shRNA. (C) A cell viability assay was performed onTOV112D cells transfected with HOXD10 plasmid and on TOV21G cells transfected with HOXD10-shRNAs. (D) A Transwell migration assay was performed on TOV112D cells transfected with HOXD10 plasmid and TOV21G cells transfected with HOXD10-shRNA. Representative images of the Transwell membranes are shown. Magnification, 100×. Data are presented as the mean ± standard deviation from three independent experiments. *P < 0.05.

**Figure 2:**
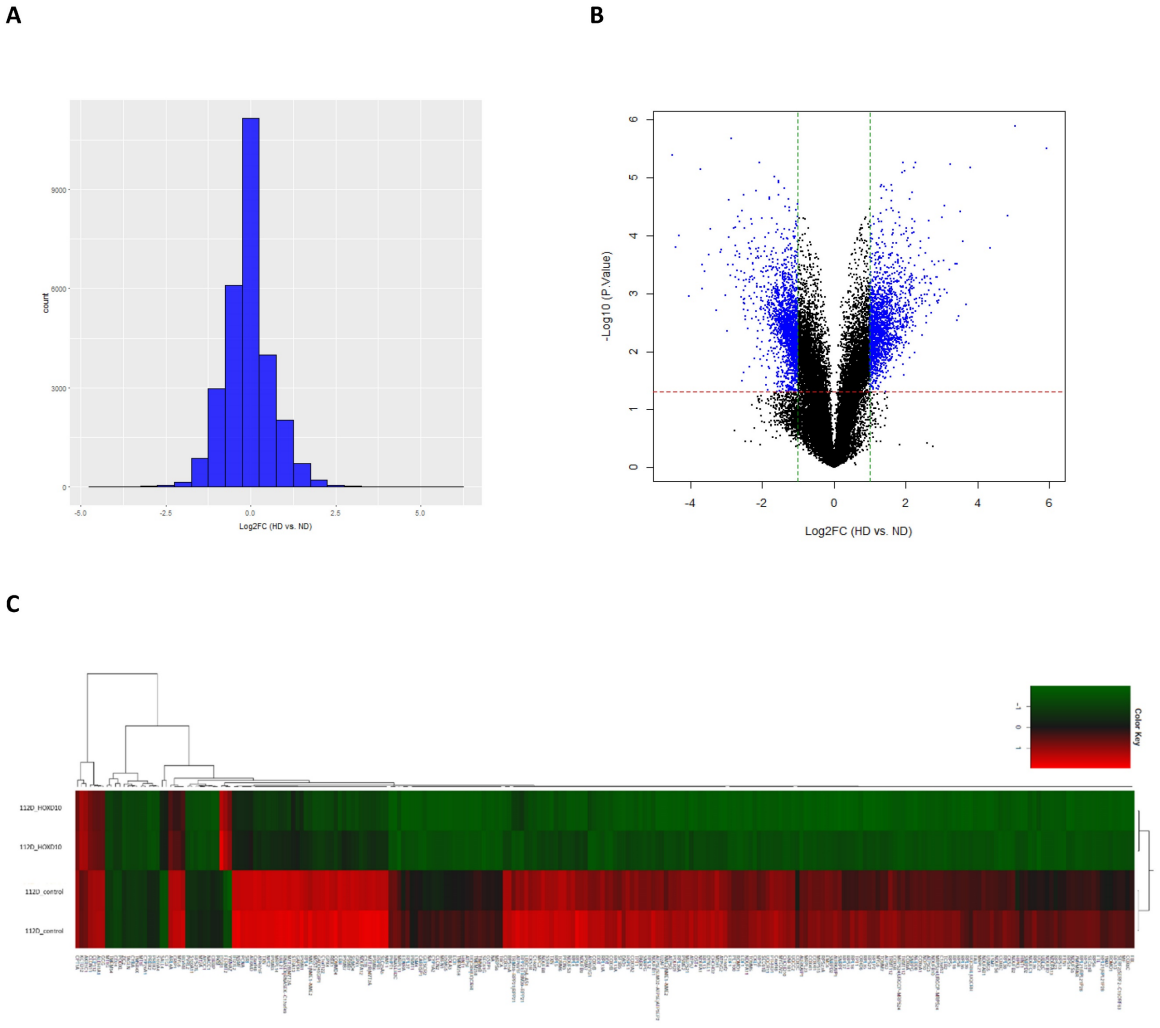
Identification of differentially expressed genes (DEGs). (A) The histogram shows the distribution of the gene expression ratios between HD and control cells (HD vs ND). The horizontal axis indicates the expression ratio, and the vertical axis indicates number of genes. (B) Volcano plot of HD vs. ND expression data. The red and green dashed lines represent the cut-off values for DEGs. DEGs are shown as blue dots. (C) Heatmap and hierarchical cluster analysis of functionally characterized DEGs for HD and ND cells. Red indicates the upregulated genes and green indicates the downregulated genes. HD, HOXD10 transfection; ND, control plasmid.

**Figure 3:**
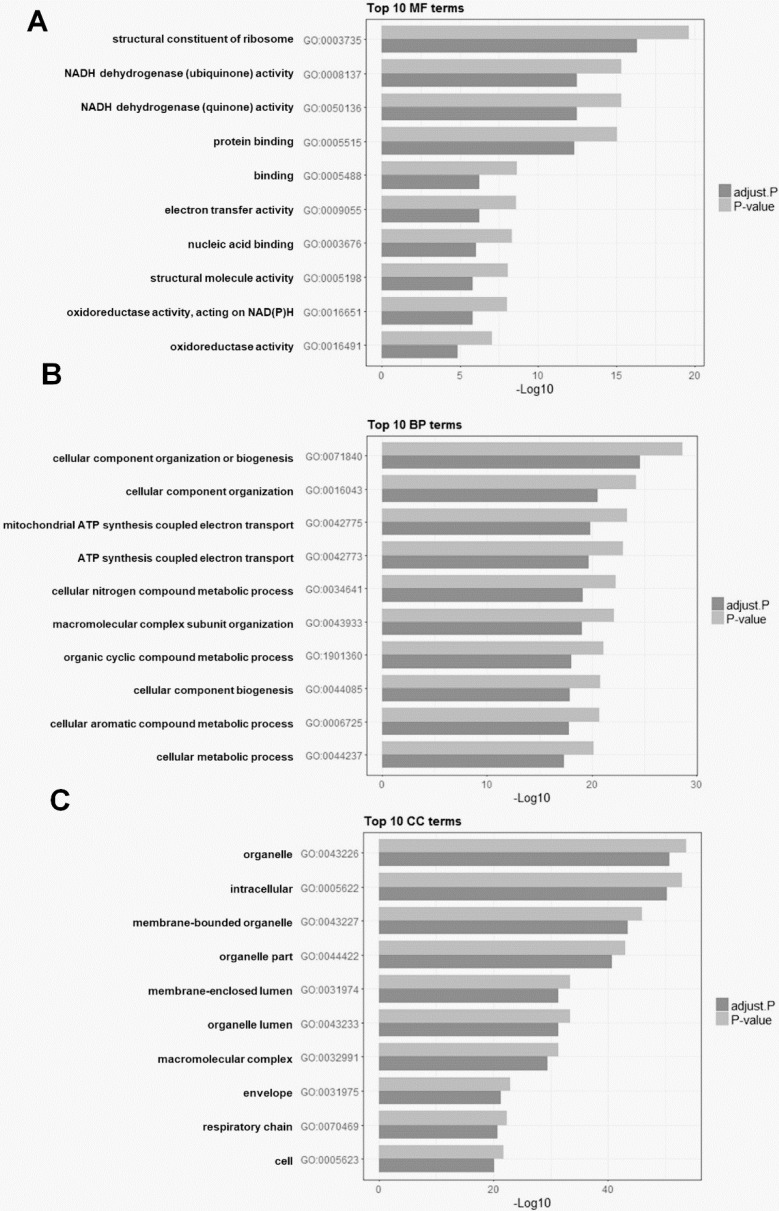
The top 10 enriched Gene Ontology (GO) analysis terms for DEGs after HOXD10 overexpression. (A-C) Bar charts showing the top 10 GO terms for (A) molecular function (MF), (B) biological process (BP), and (C) cellular component (CC). P-values were adjusted with the false discovery rate calculated using the Benjamini-Hochberg procedure.

**Figure 4:**
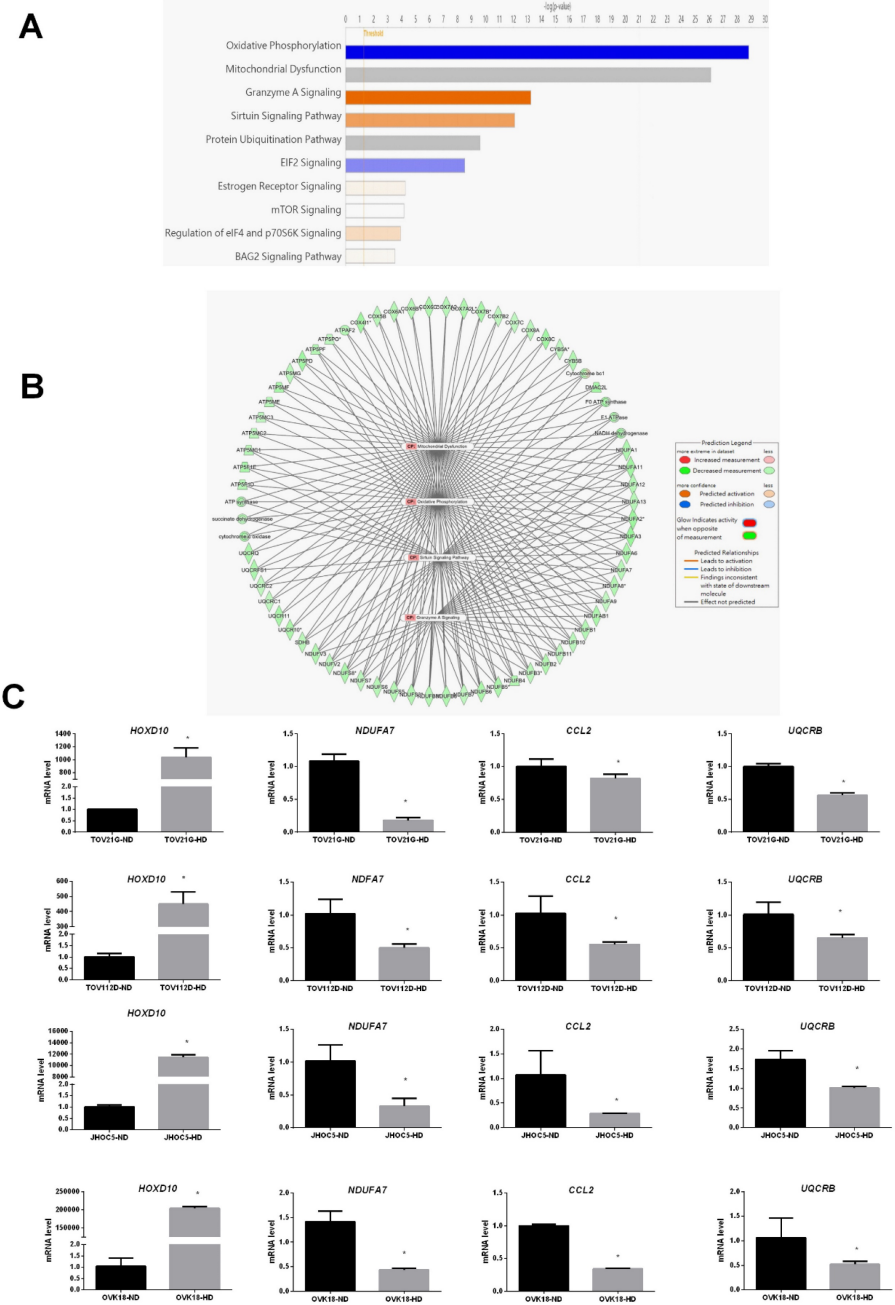
Canonical pathway analysis of DEGs after overexpression of HOXD10 in EOC cells. (A) The top 10 canonical pathways derived from the ingenuity pathway analysis (IPA). (B) The visual network of pathway interactions among genes. The relevant network among oxidative phosphorylation, mitochondria dysfunction, granzyme A signaling pathway genes is shown, and sirtuin signaling pathway. (C) qPCR analysis of *HOXD10*, *NDUFA7, UQCRB* and* CCL2* after transfection of TOV21G, TOV112D, JHOC5 and OVK18 cells with HOXD10 plasmid. Expression is shown relative to the control *P < 0.05. HD, HOXD10 transfection; ND, control plasmid. Data are presented as the mean ± SD. Blue bars: negative z-score; orange bars: positive z-score; gray bars: no activity pattern available.

**Table 1:** The top 10 DEGs associated with HOXD10 overexpression in TOV112D

Gene symbol	Description	Fold change
**Upregulated with HOXD10 overexpression**		
OTUD4	OTU deubiquitinase 4	5.920443469
GPNMB	Glycoprotein	4.837110459
AMIGO2	Adhesion molecule with Ig-like domain 2	4.357560328
CSAG1	Chondrosarcoma associated gene 1	3.807386027
GJA3	Gap junction protein, alpha 3, 46kDa	3.691999894
JAG1	Jagged 1	3.588596006
GREM1	Gremlin 1, DAN family BMP antagonist	3.523690754
HAUS3	HAUS augmin-like complex, subunit 3	3.468420095
ADGB	Androglobin	3.436879326
TMEM100	Transmembrane protein 100	3.383809323
**Downregulated with HOXD10 overexpression**		
SERTAD4-AS1	SERTAD4 antisense RNA 1	-4.405973321
LOX	Lysyl oxidase	-4.327442941
CDH12	Cadherin 12, type 2	-4.038917551
PRDX2	Peroxiredoxin 2	-3.722692908
MEIS1	Meis homeobox 1	-3.681582135
CXCL14	Chemokine	-3.662821577
IGFBP6	Insulin-like growth factor binding protein 6	-3.592634447
ZDHHC24	Zinc finger, DHHC-type containing 24	-3.439141408
CCL2	Homo sapiens chemokine (C-C motif)	-3.165796477
HDAC9	Homo sapiens histone deacetylase 9 (HDAC9)	-3.149266703

**Table 2:** Pathways from the Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis

Description	P-value	P.adjust^†^	Count
Oxidative phosphorylation	1.32E-21	1.45E-19	67
Ribosome	2.04E-09	8.94E-08	38
Pyrimidine metabolism	8.33E-04	2.32E-02	28
Spliceosome	8.49E-04	2.32E-02	34
Pathways in cancer	3.73E-03	9.08E-02	69
Proteasome	6.54E-03	1.43E-01	14
TGF-beta signaling pathway	9.15E-03	1.72E-01	22
RNA polymerase	9.43E-03	1.72E-01	10
NOD-like receptor signaling pathway	1.56E-02	2.29E-01	16
RNA transport	1.57E-02	2.29E-01	34
RNA degradation	2.14E-02	2.93E-01	18
Toxoplasmosis	3.34E-02	4.16E-01	29

^†^ P-values were adjusted with the false discovery rate calculated using the Benjamini- Hochberg procedure.

**Table 3:** Top five Bio Function categories altered after HOXD10 overexpression

Name	P-value range	No. of molecules
**Diseases and Disorders**		
**Cancer**	9.90E-03-2.93E-11	1871
**Organismal Injury and Abnormalities**	9.90E-03-2.93E-11	2180
**Reproductive System Disease**	8.69E-03-2.93E-11	716
**Gastrointestinal Disease**	9.90E-03-2.93E-11	1247
**Developmental Disorder**	9.16E-03-6.86E-11	601
		
**Molecular and Cellular Functions**		
**Cell Signaling**	6.06E-03-1.76E-11	105
**Post-Translational Modification**	9.82E-03-1.76E-11	280
**Protein Synthesis**	8.10E-03 -1.76E-11	272
**Cell Death and Survival**	9.05E-03-2.91E-11	633
**Gene Expression**	3.79E-03-6.51E-08	392
		
**Physiological System Development and Function**		
**Tissue Development**	8.68E-03-5.36E-05	79
**Renal and Urological System Development and Function**	6.63E-03-1.20E-04	76
**Hair and Skin Development and Function**	8.30E-03-2.34E-04	96
**Organismal Development**	9.90E-03-3.07E-04	58
**Embryonic Development**	9.90E-03 -6.25E-04	129

The categories were identified using the Ingenuity Pathway Analysis (IPA) software.

How the deposited data were processed for this re-analysis (not part of the article)

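Gene expression was measured in TOV112D cells transfected with the HOXD10 plasmid (HD) and in control cells (ND), given as the control plasmid in the figure legends and as mock-transfected in the methods, with 2 single-colour arrays per group. The authors scanned the arrays, normalized them with centring at the 75th percentile according to the methods, and deposited normalized intensity values on a linear scale, in which no value lies below 50. In this table the arrays share their median rather than their 75th percentile. Background correction is not given in the sources used here. Both arrays of a group were used as replicates, the methods leave open whether replicates were technical or biological, and the slide list of Table S1 gives both arrays of a group the same sample name.

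The log2 of the deposited intensity values was taken once, and HD was compared with ND by lmFit and eBayes of limma 3.58.1 in R 4.3.3 over all 28264 probes, without a block for the replicate number, and p-values were adjusted by the Benjamini-Hochberg method. The prior degrees of freedom were 0.543 and the residual degrees of freedom 2. Probes were called at an adjusted p under 0.05 or by the study's criteria, a log2 fold change of at least 1 in size and an unadjusted p under 0.05. The log2 fold changes and p-values of the 981 rows held here, of the 1728 rows for rises in Table S1, matched these to within 1e-04 and 0.1 percent.

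Probe names came from the platform annotation, in which 25893 probes had 1 gene symbol, 0 had several and 2371 had none; 0 symbols needed updating. Some probes to which Table S1 gives several symbols have a single symbol there, and these are not named. For gene lists, each of 19090 genes was represented by its probe with the highest mean log2 intensity. The 46 lists, the tests, the rule for named genes and all alternatives but those that the closing section names as chosen later were fixed before the data were examined; 44 lists with at least 5 measured members were tested. The rule took the 10 strongest rises and falls among probes with a single symbol, an adjusted p under 0.05 and groups that do not overlap, every gene the paper names, and the members of each described list with the smallest adjusted p. Values in Table 1 and part of Table S1 had been seen before it was written. Several lists, oxidative phosphorylation and the ribosomal proteins among them, are named after pathways that the paper found enriched on these same arrays. Their tests are not independent evidence for those pathways. Lists were tested with camera with a preset correlation of 0.01, and by Fisher's exact test of calls by the study's criteria. The latter counts genes as independent. The background of Fisher's test was limited to the 17228 genes above the lowest value on at least 1 array, since others could not be called; this limit was set after the data were examined.

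The probe test and camera were tested on simulated data. Of 100 probes changed by 1 on the log2 scale, 59 were recovered by the study's criteria, and of 100 changed by 2, 97 were, among 28264 probes. At an adjusted p under 0.05, 0 of them passed at either size. A simulated change of 1 equals the fold change minimum of the study's criteria, so estimates fall on both sides of it. The 59 therefore does not measure the power of the test. No other probes were changed there, whereas 35.7% of probes in the data had an unadjusted p under 0.05 from limma. The Benjamini-Hochberg adjustment depends on that share, so the 0 does not show how many such changes pass in the data. Of 100 unshifted lists tested with camera, 0 had p under 0.05. Each simulated gene varied on its own, whereas the estimated correlation was 0.54 for oxidative phosphorylation and 0.73 for the cytosolic ribosomal proteins. So this result does not show how often camera passes unshifted lists of correlated genes. The alternatives covered normalization, a pseudocount of 50, filters on dim probes, variance models, the replicate number as a block, leaving out each array, the probe taken for a gene, other gene set tests and other thresholds. Neither array slide nor scan day was used.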

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

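The tests of explanations given here, by probe brightness, by differences within a group, by batches and by the HOXD10 probe, were chosen only after the results were seen. Gene groups that the text of the paper does not discuss also held genes that changed, although Table S2 lists glutathione pathways, and genes of protein import under necroptosis. Of 78 mitochondrial ribosomal protein genes 30 fell, of 45 assembly factors of the respiratory complexes 12 fell, and of 30 genes of mitochondrial protein import 7 fell, at an adjusted p under 0.05 from limma, and 1 gene of each list rose. Of 34 genes of glutathione and peroxide metabolism 11 fell and 2 rose. Of 72 genes with long transcripts 19 rose and 0 fell. Each list passed camera with a preset correlation, and each had adjusted p = 0.98 with an estimated correlation. All 44 lists tested had that value, so it does not tell these lists from others. For mitochondrial protein import, adjusted p = 0.0174 with the preset correlation became 0.403 with quantile normalization, 0.601 with cyclic loess, 0.0841 without the dimmest probes, 0.0828 without probes at the lowest value on 2 or more arrays and 0.116 without ND replicate 2, and its median lay at percentile 30 of random lists of the same brightness, where the mitochondrial ribosomal proteins, the assembly factors and glutathione and peroxide metabolism lay at 0, 0.09 and 0.18. For glutathione and peroxide metabolism, adjusted p = 0.00179 became 0.102 with quantile normalization and 0.2 with cyclic loess. With fry, which tests whether a list's genes move on balance in a single direction and compares them with no other genes, adjusted p was 0.0435 for glutathione and peroxide metabolism, 0.0576 for the mitochondrial ribosomal proteins, 0.0768 for the assembly factors and protein import, and 0.0651 for the long transcripts.

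The first pattern is the fall of the oxidative phosphorylation genes. Its median of -1.19 lay below all 10000 random lists of the same size and brightness, at percentile 0 of a trend of the fold change with probe brightness, while the median of those lists was -0.63. So a brightness trend could account for part of the change but not the whole, whereas the cytosolic ribosomal protein genes, with a median of -0.90, lay at percentile 3.41, inside the range of such lists. The larger difference between arrays of a group was 0.162 of the change between the groups, so these genes differed less within a group than between the groups. Separate handling or RNA quality of the HD and ND cultures cannot be told apart from HOXD10. No batch was recorded here for any array, so the test by batches could not be made.

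The second pattern is the rise of genes with long transcripts. The median of 0.53 lay above all 10000 lists of the same brightness, at percentile 100, which argues against the brightness trend. The larger difference between arrays of a group was 0.34 of the change. This cannot decide on RNA quality that differed from array to array, which with 2 arrays per group can fall along the groups. RNA quality that differed between the groups cannot be told apart from HOXD10, since no batch was recorded here for any array.

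The third pattern is the HOXD10 probe, at the lowest value on all 4 arrays. A probe that does not see the transcript of the plasmid stays open as an explanation, because the probe was at the lowest value on 4 arrays, both of HD cells included, and its place relative to the insert is not given in the sources used here. The paper shows HOXD10 raised by qPCR and western blot after transfection. Of the other 3 genes that it measured by qPCR, all of them lower in its HD cells, 3 had lower values in HD cells on their brightest probe and 1 passed an adjusted p under 0.05, while the dimmer probe of UQCRB was higher.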

How the results depend on the processing

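Cyclic loess normalization, scaling to the 75th percentile, the crossed pairing, and the choice of genes at the lowest value were chosen after seeing the data. Probes higher and lower at an adjusted p under 0.05 were 1879 and 2033, and became 3300 and 2751 with quantile normalization, 4253 and 5969 without the dimmest probes, 4158 and 5889 without probes at the lowest value on 2 or more arrays, 271 and 293 with robust eBayes, 4973 and 3929 with cyclic loess and 4256 and 5216 with 75th percentile scaling. With the replicate number as a block (replicate block) 0 and 0 probes passed, against 3623 higher and 4078 lower at an unadjusted p under 0.05; same-numbered arrays deviated in opposite directions (r = -0.32 across 21966 probes), and the crossed pairing block also gave 0 and 0, against 4532 and 5447 unadjusted. The counts by the study's criteria were within 1.5 times of 1438 higher and 1488 lower except for 971 lower with quantile normalization; without an array in turn they ran from 1068 to 1533 and from 1107 to 1895. Leaving out an array gave 0 probes at an adjusted p, and 0 members of oxidative phosphorylation, of ribosomal proteins and of pyrimidine metabolism, where an arm of 1 array is assumed to vary like the other; the block and the crossed pairing gave 0 for each as well. Members that fell in oxidative phosphorylation, ribosomal proteins and pyrimidine metabolism, 46, 16 and 6, became 76, 64 and 19 without the dimmest probes, 76, 64 and 18 without probes at the lowest value on 2 or more arrays, 4, 4 and 1 with robust eBayes, and 74, 64 and 19 with 75th percentile scaling; pyrimidine metabolism had 10 with the mean of all probes of a gene and 10 with cyclic loess. The odds ratio of oxidative phosphorylation, 17.7, was 1.31 with quantile normalization, 1.42 with cyclic loess, 6.69 for calls at an adjusted p under 0.05 and 10.1 for such calls of at least 2-fold, and without an array from 5.45 to 16.6. That of the ribosomal proteins, 3.40, was 0.426 with quantile normalization, 0.287 with cyclic loess, 1.56 for calls at an adjusted p under 0.05 and 2.29 for such calls of at least 2-fold, and from 1.55 to 4.34 without an array; 1.55 without ND replicate 2 and 1.91 without HD replicate 2 did not pass. Set test adjusted p from camera was 0.977 with an estimated correlation for both lists, as for every list tested. For the ribosomal proteins it was 0.0576 with fry, and from camera with the preset correlation 0.00525 with quantile normalization and 0.601 with cyclic loess. For oxidative phosphorylation it was 0.0435 with fry, and from camera with the preset correlation 1.75e-12 with quantile normalization and 1.91e-11 with cyclic loess. Other odds ratios that turned were complex III (0 with quantile and 0 with cyclic loess), complex IV (0.926 with quantile), mitochondrial ribosomal proteins (0.703 with quantile, 0.641 with cyclic loess) and assembly factors (0.617 with cyclic loess, and from 0.944 without ND replicate 2 to 3.58 without HD replicate 1); the set test of the spliceosome turned, at adjusted p = 0.738 with quantile and 0.578 with cyclic loess. The highest correlation between groups, 0.9728, was 0.9561 and 0.9625 with the filters on dim probes. The filters on dim probes cannot move the fold change of a probe. Calls changed there only through the variance model and the number of tests. The main fit held 3409 probes at the lowest value on all 4 arrays, which show no spread. Without the dimmest probes, NDUFA7 kept its log2 fold change of -1.23, while its adjusted p from limma went from 0.0876 to 2.69e-05. Beyond this, the cause was not tested for any of these changes. Median centring moved nothing, since the arrays already share a median, and says nothing about stability; camera has no robust form and was not run there. The lowest value of 50 limits what dim probes can show.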

Differences from the paper's values

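The paper gives 1508 genes higher and 1560 lower at its criteria, and the arrays gave 1438 and 1488 named genes at the same thresholds with limma, within 1.5 times of the paper's counts. Table S1 has 1728 rows for rises and 1772 lines for falls, its heading included, and 1728 and 1771 probes were called here. So the numbers of probes are the same, and the gap lies in how probes were named and counted as genes. Of the values compared with the paper's, beyond 1.5 times for a count or ratio or the standard error for a log2 fold change, CCL2 differed: the paper's ratio of HD over ND mRNA by qPCR in TOV112D cells is about 0.55 in Fig. 4C, read by eye, and the arrays gave 0.184 on the brighter probe; these are different assays, and under each of the 12 alternatives set before the data were examined the array value differed. Median centring, the variance models, the replicate block and the filters on dim probes cannot move this ratio and say nothing about its stability; with quantile normalization, with 50 added or without an array it lay between 0.169 and 0.199. The column of Table 1 headed as fold change holds log2 values: the largest rise, OTUD4, has a log2 fold change of 5.92, which is 60.6-fold, and all 20 values match on the log2 scale.

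The paper shows UQCRB lower in HD cells, and the arrays gave a log2 fold change of -0.51 that did not pass on the brighter probe (adjusted p = 0.151 from limma) and a level at least 2.68-fold higher in HD cells on the dimmer probe. The brighter probe passed without the dimmest probes (adjusted p = 0.0491) and with cyclic loess, chosen after seeing the values (adjusted p = 0.0464), and its adjusted p ran up to 0.401 over the alternatives. NDUFA7, which the paper also shows lower, was called by the study's criteria but had adjusted p = 0.0876 from limma. It passed without the dimmest probes (adjusted p = 2.69e-05), without probes at the lowest value on 2 or more arrays (adjusted p = 0.000125) and with 75th percentile scaling, chosen after seeing the values (adjusted p = 0.0143). In these settings its log2 fold change stayed at -1.23, so the calls changed through the variance and not the fold change. Its adjusted p ran up to 0.258 over the alternatives. The paper states that HOXD10 mRNA was raised in these cells, and its probe was at the lowest value on all 4 arrays. The paper names pyrimidine metabolism among the enriched pathways, and the list used here, whose members differ from those of KEGG, had an odds ratio of 1.68 (adjusted p = 0.306 by Fisher's exact test), with no alternative that passed.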

Other observations

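Genes of TGF-beta and BMP signaling moved both ways in HD cells. Of 56, 12 rose and 3 fell at an adjusted p under 0.05 from limma, and camera gave adjusted p = 0.0612. Besides GREM1, TGFBR2, a TGF-beta receptor, rose by 0.78, and BMP4 and INHA had log2 fold changes of -2.63 and -0.66. Of 37 mesenchymal and matrix genes, 6 rose and 6 fell, with CCN2 at 1.94 and ACTA2 at 2.12 against S100A4 at -2.96 and TAGLN at -1.39. Of 28 epithelial genes 4 rose and 2 fell, with KRT8 at 1.02 and EPCAM at 2.13 against KRT19 at -1.13 and CLDN4 at -0.70. Of 8 HOX cofactors, MEIS1 and PBX2 fell, with log2 fold changes of -3.68 and -1.41, and of 29 HOX genes HOXC10 rose by 0.97 and HOXB4 and HOXB13 had log2 fold changes of -1.34 and -0.60.

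Cell cycle genes also moved both ways, with 4 of 50 higher and 8 lower (adjusted p = 0.912 from camera). KIF23, a kinesin, and NDC80, of the kinetochore, rose by 1.49 and 1.56, and RRM2 and PCNA, of DNA synthesis, had log2 fold changes of -1.00 and -1.45. Among mitochondrial ribosomal proteins, MRPS21 and MRPL17 had log2 fold changes of -1.26 and -1.56, and MRPS25 rose by 1.19. Of 48 genes of NOD-like receptor signaling, 8 rose and 2 fell, with the apoptosis inhibitors XIAP and BIRC2 at 1.75 and 1.12 against CCL2 and NFKBIB at -2.45 and -0.94. By the study's criteria 12 were higher and 2 lower, more than the share of other genes (odds ratio of calls 2.88, adjusted p = 0.0138 by Fisher's exact test), and Table 2 of the paper lists this pathway; camera gave adjusted p = 0.0608. This odds ratio passed with quantile normalization (3.74), but not without any 1 of the arrays (from 1.15 without HD replicate 1 to 2.45 without ND replicate 1), with the mean of all probes of a gene (1.66), with the replicate number as a block (2.32), or for calls at an adjusted p under 0.05 (1.57) or those of at least 2-fold (2.06). In glutathione and peroxide metabolism, MGST2 had a log2 fold change of -2.93 and MGST1 of -1.08, and GPX8 and GCLM rose by 1.56 and 1.03. Of 22 leukocyte markers, PTPRC rose by 1.55 and 0 fell, of 12 endothelial markers EGFL7 fell, and of 15 fibroblast markers COL6A3 and POSTN rose by 1.55 and 2.20. MMP14 had a log2 fold change of -0.47 (adjusted p = 0.181 from limma) and the probes of PLAUR 0.18 and 0.05, none of which passed, although MMP14 passed with 75th percentile scaling, chosen after seeing the data (adjusted p = 0.0446).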
